A study of Bacillus subtilis with 32 samples. Its data were reported in "Translation in Bacillus subtilis is spatially and temporally coordinated during sporulation" (2024).

How the data were processed

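Ribosome footprints were measured in 32 libraries of Bacillus subtilis 168, 16 of the wild type (WT) and 16 of the strain without rpmEB, rpsNB and rpmGC (3KO), at T0 to T7. T0 was taken in CH medium before induction. Cells grown in CH medium were moved to a starvation medium to start sporulation, treated with chloramphenicol before harvest, and digested with micrococcal nuclease, so that fragments covered by ribosomes remained. Groups were taken from the sample labels, which give the strain, the hour and a replicate number, with 2 replicates in each of 16 groups. According to the paper, the WT replicates come from cultures of different days, and for 3KO the sources used here do not state this. P-values of single genes therefore rest on the spread between 2 biological libraries per group, pooled over the 16 groups. List tests with a preset correlation of 0.01 take the members of a list as nearly independent. Their p-values therefore do not measure the spread between libraries alone.

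The authors trimmed the reads, removed rRNA and tRNA reads with Bowtie, aligned the short reads to the genome with STAR without splicing and assigned uniquely aligned reads with featureCounts to genes of the BSGatlas annotation. They deposited these counts per CDS, and per CDS and UTR together, as whole numbers with no scaling. The authors' TPM values, also deposited, divide each count by feature length and scale to the library, and they differ from that calculation on the deposited counts by at most 4.1e-10. The authors' deposited comparison tables, made with DESeq2 in DEBrowser, give a log2 fold change, a p-value and an adjusted p per gene and time point, together with batch-corrected counts that are not whole and are treated here as a score. That correction is not described in the methods. In the comparison tables, 10121 entries have an adjusted p of 1 and an empty transformed value. Ratios of batch-corrected to raw counts fell into 3 sets of libraries, of 14, 6 and 12 libraries (correlation of at least 0.9938 within a set and at most -0.23 between sets, over genes with 100 or more counts). One set holds replicate 1 of T0 to T6, another replicate 2 of T0, T3 and T4, and the last the remaining libraries, both T7 replicates of either strain included. The corrected values were used only to find these sets, and all per-sample columns of counts were used.

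The count table has 4332 CDSs, of which 65 carry no name (at most 0.979% of a library's counts) and 4322 match a RefSeq locus tag. No CDS without a name is reported here. Coordinates are those of the files' annotation, on the single chromosome, counted from 1. The table with UTRs has 9667 features, with 2761 5' UTRs, 1449 3' UTRs and 1125 internal UTRs. CDS totals ranged from 795536 to 7719336 per library, and totals with UTRs from 874697 to 8280644. No reference sequence was used.

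Counts were tested with edgeR 4.0.16 in R 4.3.3, by quasi-likelihood F tests with TMM scaling, after removing genes with low counts by filterByExpr on the groups, which left 3964 genes. A mean was fitted to each of the 16 groups, with 16 residual degrees of freedom, a common dispersion of 0.2026 and 7.194 prior degrees of freedom. The comparisons were 3KO against WT at each hour, each hour against the one before in WT, 3KO against WT averaged over 8 hours, the difference between odd and even hours, and whether the strain difference changed with time. A gene was called at a Benjamini-Hochberg adjusted p at or under 0.05 and an absolute log2 difference over 0.6, the thresholds of the study, and for strain by time by adjusted p alone. Gene levels in CPM use CDS totals times TMM factors, and the ratios of the deleted genes use CDS totals alone.

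Gene lists were tested with camera in limma 3.58.1, with the inter-gene correlation preset to 0.01 and, beside it, estimated per list, and with Benjamini-Hochberg adjustment over all tests of lists in strain comparisons or in WT steps. There were 32 lists, the regulons of σA, σH, σF, σE, σG and σK from the SubtiWiki sheets of the study's supplement and 26 lists of functional groups from textbook knowledge. Of the latter, those for gene groups that the study had found in these samples are not independent of them. The deleted genes were left out of every list, and a list needed 3 tested members.

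The share of 5' UTR footprints is the percentage of CDS and UTR counts that lie in 5' UTRs. It was compared by two-sided exact permutation tests, between strains within the hours T5 to T7 and between late and early libraries within a strain. Leaders are short, and a footprint over a start codon can be counted to the leader, the CDS or neither.

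Named genes follow a rule set in advance. It takes the deleted genes and their zinc-binding counterparts, CDSs within 5 kb of a deleted gene, spo0A, the sporulation sigma factors, spoIIE, spoIIGA, hpf and yhcV, the called genes with the largest log2 difference in each comparison, up to 4 members with the smallest p in each list, and the 5 largest 5' UTRs per strain. These choices, the comparisons, lists, tests and most alternatives were made before the data were examined.

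Alternatives were DESeq2's size factors or library size alone for scaling, no filter, DESeq2 1.42.0 on the same design, the replicate number as a block, only the libraries of the comparison, limma-trend on log2 of TPM plus 1 for genes with a mean TPM of at least 1, adjusted p alone, and each library left out in turn, where the remaining library of a group is assumed to vary like other groups. Chosen after seeing the data were the 3 correction sets as a block, voom with quality weights, single-hour fits with DESeq2 or a block, the average without T4 and T6, lists in the odd minus even contrast, shares without the 5 leaders largest in late WT libraries, and the stage positions compared within correction sets. The procedure was tested on simulated counts with the means and depths of these libraries. Figures and exact tests used Python 3.11.15 with pandas 2.3.3, numpy 2.4.6, scipy 1.17.1 and matplotlib 3.10.9.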

Results

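Ribosome-protected fragments, the stretches of mRNA that a ribosome shields from nuclease, were sequenced from sporulating Bacillus subtilis 168. Cells of the wild type (WT) and of a triple mutant (3KO) were collected in growth medium before sporulation was induced (T0) and at each hour after induction up to T7, with 2 libraries per strain and time point and 32 libraries in all. The 3KO strain lacks rpmEB, rpsNB and rpmGC, the zinc-independent paralogs of ribosomal proteins L31, S14 and L33. In their place the study put resistance cassettes against kanamycin (rpmEB), chloramphenicol (rpsNB) and erythromycin (rpmGC). Chloramphenicol was also given before harvest, so a different action of the drug in 3KO cannot be told apart from loss of the paralogs. Footprints on protein-coding sequences (CDSs) per library ranged from 795536 (WT T6, replicate 1) to 7719336 (WT T1, replicate 1), with a median of 1874122.5. Levels are CPM, counts scaled to the library's CDS total times its TMM factor, given as mean ± SD over the libraries of a group, and log2 differences come from the model of all 32 libraries and 3964 genes with their standard error (SE). A gene was called at a Benjamini-Hochberg adjusted p at or under 0.05 and an absolute log2 difference over 0.6. By chance alone, a share of about 0.05 of the 3964 genes would have an unadjusted p under 0.05. Counts of such genes are therefore not evidence of a difference by themselves.

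The deleted genes were read first in every library. rpmEB (positions 3138978 to 3139226, minus strand) had 550 counts in WT and 23 in 3KO, with counts in 16 of 16 WT libraries and in 11 of 16 3KO libraries. Scaled for depth, its footprints were 32.2 times as frequent in WT (95% counting interval 21.2 to 51.2). The upstream part of the rpmGC pseudogene, rpmGCn (2477892 to 2477924, minus strand), had 105 counts over 14 WT libraries and 0 in 3KO. With 3 counts over all 3KO libraries taken as the floor it was 47.1-fold lower, and the 95% counting interval of the ratio has a lower limit of 37.7. rpsNB (965909 to 966178, plus strand) was nearly silent in both strains, with 25 counts in 11 WT libraries and 16 in 9 3KO libraries, a ratio of 2.1 (1.08 to 4.22). The downstream part of rpmGC, rpmGCc (2477777 to 2477899, minus strand), had 11 counts in WT and 6 in 3KO, a ratio of 2.47 (0.837 to 8.13), so neither rpsNB nor rpmGCc was deep enough to check the strain of a library. Such intervals and floors cover counting error only.

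In WT, genes that start the program rose from T0 to T1, a step that also holds the change to starvation medium. spo0A, the master regulator of sporulation, rose from 71.53 ± 15 to 1278 ± 928 CPM (n = 2 each; log2 difference 4.16, SE 0.587, adjusted p = 1.88e-05), and sigF, the first forespore sigma factor, from 14.89 ± 1.12 to 1003 ± 76.4 CPM (6.07, adjusted p = 1.59e-05). spoIIE, the phosphatase that activates σF and helps place the septum, rose from 30.8 ± 18.8 to 996.6 ± 745.7 CPM (5.01, adjusted p = 3.17e-05). Genes for uptake of dipeptides and fructosamines rose together. Of these 12 genes, 11 were called higher (11 adjusted over the list alone), among them dppD, a part of the dipeptide transporter, which went from 4.932 ± 1.28 to 1290 ± 722 CPM (8.03, SE 0.625, adjusted p = 1.97e-08). The list passed camera's test of a gene list against all other genes at an adjusted p of 1.11e-30, and at 0.00424 with an estimated correlation.

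Arginine biosynthesis followed the same course, with 9 of 9 genes called higher at T1, such as argF, the ornithine carbamoyltransferase, from 26.38 ± 9.12 to 7928 ± 7807 CPM (log2 difference 8.23). Its list test gave an adjusted p of 9.16e-17, and an adjusted p = 0.104 with an estimated correlation. Of 49 genes in the regulon of σH, the sigma factor of the transition to sporulation, 27 were called higher and 31 adjusted over the list alone, including racA, which anchors the chromosome at the cell pole, from 18.54 ± 0.598 to 967 ± 781.6 CPM (5.70). The σH list had an adjusted p of 9.4e-12, and an adjusted p = 0.157 with an estimated correlation. All 5 glycogen synthesis genes and 7 of 13 septation and engulfment genes were called higher too (adjusted p = 3.65e-07 and 1.84e-07, both with an adjusted p = 0.171 with an estimated correlation). The study named the dipeptide, glycogen and septation groups on these samples at T1, so their counts are not independent evidence.

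Over the whole step from T0 to T1, 454 genes were called higher and 201 lower, and 375 and 393 when scaled by DESeq2's size factors, which shift the median log2 difference of all genes to -0.24. Leaving out a single library gave 309 calls without WT T0 replicate 1, 423 without WT T0 replicate 2 and 260 without WT T1 replicate 2.

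Between T1 and T2 the compartment-specific programs came up. The regulon of σE, the sigma factor of the mother cell, had 157 of 235 genes called higher (173 adjusted over the list alone), with a median log2 difference of 4.77 and a list test at an adjusted p of 2.21e-86, and of 6.1e-05 with an estimated correlation. The σF regulon of the forespore had 62 of 107 genes called higher (66 adjusted over the list alone), with a median of 2.66 and adjusted p of 2.53e-28, and of 0.00673 with an estimated correlation. gerM, needed for engulfment and germination, rose from 9.651 ± 5.14 to 13560 ± 5159 CPM (log2 difference 10.46, adjusted p = 3.79e-09), and spoIIQ, the forespore part of the channel between both cells, from 4.94 to 4343 ± 581.6 CPM (9.78, adjusted p = 2e-07). In the opposite direction, 23 of 43 motility and chemotaxis genes fell (37 adjusted over the list alone), with a median of -1.88 and adjusted p of 1.02e-10, and an adjusted p = 0.526 with an estimated correlation. fliI, the ATPase of the flagellar export apparatus, was at 196.4 ± 172.2 CPM at T1 and 19.89 ± 0.105 at T2 (-3.30, adjusted p = 0.00402). In all, 378 genes were called higher and 155 lower (391 and 83 with scaling by library size alone). Without WT T1 replicate 1 the calls numbered 303 and without WT T2 replicate 1 they numbered 294, and the call of fliI ended without WT T1 replicate 1 (adjusted p = 0.193), WT T2 replicate 1 (0.0628) or WT T2 replicate 2 (0.0503).

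The medians of the late regulons followed in order, as the plot of regulon levels by hour shows, while the genes of their sigma factors were called earlier. sigG was called higher from T0 to T1 (3.731 ± 2.7 to 66.14 ± 16.2 CPM, log2 difference 4.08, adjusted p = 0.000113) and sigK, for the last mother cell sigma factor, from T1 to T2 (0.1735 ± 0.245 to 25.44 ± 20.63 CPM, 6.67, adjusted p = 0.000141). From T2 to T3 the σG regulon, active in the engulfed forespore, had 89 of 139 genes called higher (109 adjusted over the list alone; median log2 difference 3.92, adjusted p = 1.5e-66, and adjusted p = 0.0646 with an estimated correlation). Small acid-soluble spore proteins, which coat the spore's DNA, had 15 of 16 genes called higher (15 adjusted over the list alone), with a median of 5.51, an adjusted p of 2.97e-19 and an adjusted p = 0.155 with an estimated correlation. sspB, a major member of that group, rose from 8.17 ± 6.95 to 1379 ± 1733 CPM (7.43, SE 1.27, adjusted p = 0.000502). The study named this group on these samples, so its count is not independent evidence. sigK rose again in this step, to 416.7 ± 367.3 CPM (4.05, SE 0.925, adjusted p = 0.00711), and sigG did not pass (1.68, adjusted p = 0.106). clpE, a heat shock ATPase, fell from 256.3 ± 118.1 to 13.91 ± 5.38 CPM (-4.22, adjusted p = 0.00105), a call that was lost without WT T3 replicate 1 (adjusted p = 0.072). A total of 200 genes were called higher and 14 lower. There were 55 calls without WT T2 replicate 2 and 56 without WT T3 replicate 1, and sigK lost its call of this step in both cases (adjusted p = 0.204 and 0.237).

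From T3 to T4 the σK regulon had 55 of 125 genes called higher (83 adjusted over the list alone; median log2 difference 3.40, adjusted p = 8.54e-59, and adjusted p = 0.13 with an estimated correlation). Spore coat and crust genes had 18 of 51 called higher (31 adjusted over the list alone; median 3.27, adjusted p = 1.17e-26, and adjusted p = 0.171 with an estimated correlation), a group the study named on these samples, so that its count is not independent evidence. yfnH, among the largest changes, rose from 3.195 to 920.2 ± 379 CPM in the next step, T4 to T5 (8.16, adjusted p = 4.81e-05), when 27 of 125 σK genes were called higher (52 adjusted over the list alone; median 1.60). The T5 list test of σK gave an adjusted p of 1.44e-36, and an adjusted p = 0.171 with an estimated correlation. Histidine use genes, which the study named on these samples and which are not independent evidence, had 6 of 6 called higher at T5 (adjusted p = 3e-06, and adjusted p = 0.444 with an estimated correlation), with hutH, the histidine ammonia-lyase, at 11.8 ± 9.09 and then 1091 ± 1340 CPM (6.53, adjusted p = 0.0176). Calls were 84 higher and 4 lower from T3 to T4, and 69 higher and 16 lower from T4 to T5 (42 and 46 with scaling by library size alone, which shifts the median of all genes to -0.65).

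Leaving out a library moved the T3 to T4 count to 37 (WT T3 replicate 1), 1 (WT T3 replicate 2), 0 (WT T4 replicate 1) or 138 (WT T4 replicate 2). It moved the T4 to T5 count to 169 (WT T4 replicate 1), 8 (WT T4 replicate 2), 457 (WT T5 replicate 1) or 34 (WT T5 replicate 2), and hutH lost its call without WT T4 replicate 2 (adjusted p = 0.523) or WT T5 replicate 2 (0.29), with the correction sets as a block (0.0611) and with only the WT libraries (0.0642).

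After T5 the edgeR test called 0 genes in either WT step. From T5 to T6, 244 genes had an unadjusted p under 0.05 and DESeq2 called 9, and from T6 to T7, 247 and 8. The arginine biosynthesis genes moved together from T6 to T7, with a median log2 difference of -2.20 over the 9 genes and 8 lower when adjusted over the list alone (0 called by either tool over all genes, 8 with an unadjusted p under 0.05; list adjusted p = 9.4e-12, and adjusted p = 0.171 with an estimated correlation). Over all genes, the test called 3 from T5 to T6 without WT T6 replicate 1 and 7 from T6 to T7 without WT T7 replicate 1.

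**Figure D1:**
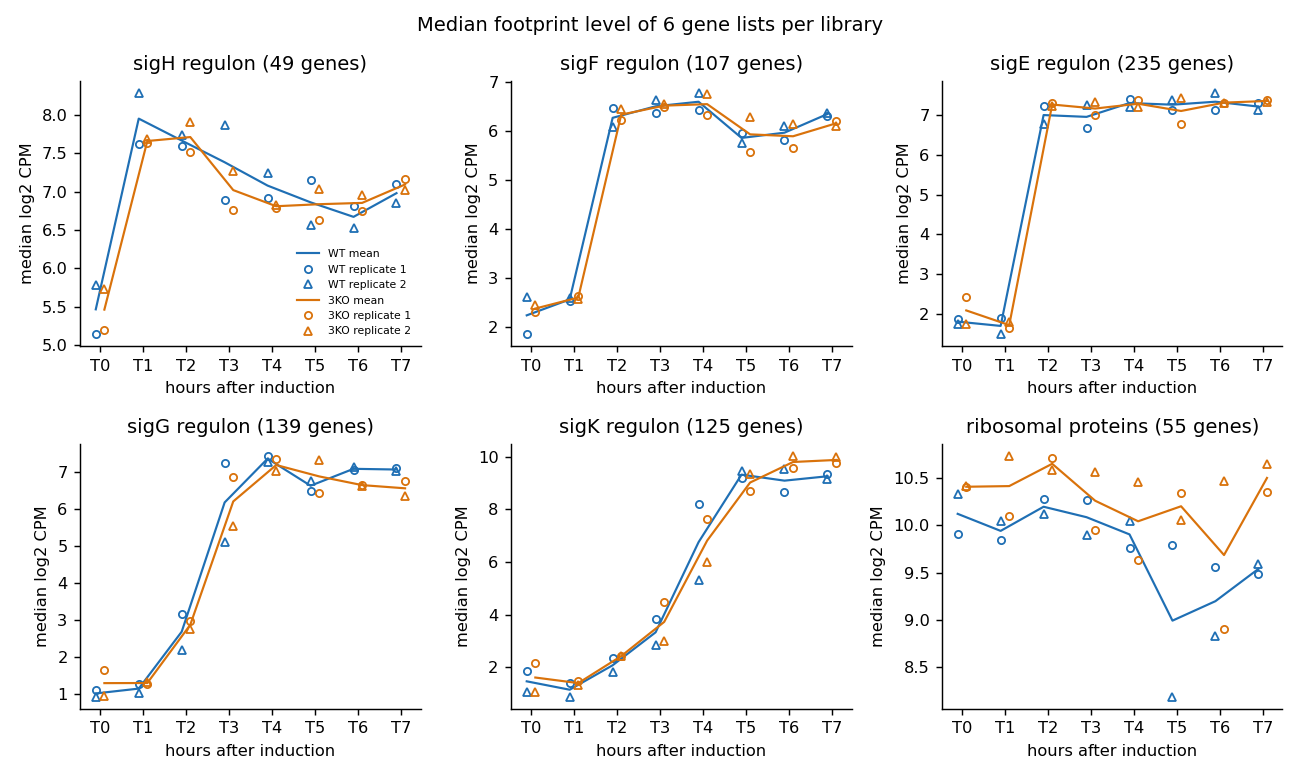
Median log2 CPM of the genes of 5 sigma factor regulons (σH 49, σF 107, σE 235, σG 139 and σK 125 genes) and of 55 ribosomal protein genes against the hour of sporulation, with a point per library and a line through the mean of both libraries of a strain. In WT the steps with a median log2 difference of 4.77 (σE, T1 to T2), 3.92 (σG, T2 to T3) and 3.40 (σK, T3 to T4) stand out.

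The study asked how loss of the zinc-independent paralogs changes translation through sporulation, and the 2 strains were therefore compared within each time point. Outside the deleted genes, luxS (3137495 to 3137968, minus strand), which makes the precursor of the autoinducer AI-2, was called at the most time points, 5 of 8. At each hour luxS lay above WT in both 3KO libraries, whether called or not. It was higher in 3KO at T0, with 924.7 ± 413 CPM against 66.61 ± 21.98 in WT (n = 2 each; log2 difference 3.79, SE 0.655, adjusted p = 0.0257), and was called at T1, T2, T4 and T7 as well (3.53, 3.96, 3.39 and 3.36). rpmEB, the deleted gene, was called lower in 3KO at T0, T1, T2, T3, T4 and T7. At T0 these were the only calls, 1 higher and 1 lower. Without WT T0 replicate 1 the test called 0 genes, and 1 gene without each of the other 3 T0 libraries, with luxS losing its call without WT T0 replicate 2 (adjusted p = 0.0731) and 3KO T0 replicate 2 (0.12) too and rpmEB without each of the 4 (0.0731 to 0.88). At this and the later hours, called genes kept the sign of their log2 difference in each fit without a library.

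At T1, yvfU (3495876 to 3496478, minus strand), the response regulator of a two-component system, was at 265.5 ± 50.9 CPM in 3KO and 9.12 ± 0.795 in WT (log2 difference 4.86, SE 0.885, adjusted p = 0.019). It was called again at T2, at 215.7 ± 166.9 against 9.31 ± 0.281 CPM (4.53, adjusted p = 0.0421). yqjN (2474028 to 2475671, minus strand) was at 416 ± 0.762 CPM in 3KO and 53.66 ± 1.97 in WT at T1 (2.95, SE 0.579, adjusted p = 0.0352). With luxS and rpmEB this made 3 genes higher and 1 lower at T1 and 2 higher and 1 lower at T2. The T1 count was 0 without WT T1 replicate 2 or 3KO T1 replicate 2 and 1 without 3KO T1 replicate 1, and the T2 count was 1 without WT T2 replicate 2 and 0 without 3KO T2 replicate 2. With the authors' correction sets as a block, a setting chosen after seeing the data, yvfU was not called at T2 (adjusted p = 0.0624). Without any single T1 library, yvfU had an adjusted p of 0.0631 to 0.609 and yqjN of 0.157 to 0.842 at T1, and yvfU had 0.353 at T2 without WT T2 replicate 1, 0.998 without WT T2 replicate 2 and 0.822 without 3KO T2 replicate 2. luxS lost its call at T1 without WT T1 replicate 1 (adjusted p = 0.157), WT T1 replicate 2 (0.353) or 3KO T1 replicate 2 (0.35), and at T2 without WT T2 replicate 1 (0.232), WT T2 replicate 2 (0.18) or 3KO T2 replicate 2 (0.243).

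Several groups of genes were lower in 3KO at T1, though single members did not pass over all genes. In the dipeptide and fructosamine uptake group 11 of 12 genes were lower, with a median log2 difference of -1.83. edgeR called 0 of them over all genes and 11 adjusted over the list alone (11 with an unadjusted p under 0.05), and DESeq2 called 5. frlM, a fructosamine transport gene, was at 75.71 ± 7.37 CPM in 3KO and 379.5 ± 174.2 in WT (-2.33, SE 0.48, adjusted p = 0.0538 over all genes), and dppD at 403.6 ± 122.7 and 1290 ± 722 CPM (-1.68). The group held 0.415% and 1.21% of counts in the WT libraries of T1, far apart, and 0.235% and 0.227% in those of 3KO. The same WT libraries enter the T0 to T1 step, so the rise in WT and the lower level in 3KO are not independent of each other. The list test gave an adjusted p of 2.89e-29, and of 0.007025 with an estimated correlation. This was the single strain comparison of a list that passed both ways.

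Glycogen synthesis had 5 of 5 genes lower in 3KO at T1 (median log2 difference -1.65, adjusted p = 2.16e-10, and adjusted p = 0.324 with an estimated correlation). edgeR called 0 of them over all genes and 5 adjusted over the list alone (5 with an unadjusted p under 0.05), and DESeq2 called 1. glgC, which makes ADP-glucose, was at 24.49 ± 4.33 CPM against 77.31 ± 37.53 (-1.66). In arginine biosynthesis 9 of 9 genes were lower, 0 of them called by either tool and 0 adjusted over the list alone (3 with an unadjusted p under 0.05), with a median of -1.39 (adjusted p = 6.56e-09, and adjusted p = 0.986 with an estimated correlation). carB, a subunit of carbamoyl-phosphate synthase, was at 770.3 ± 107.6 CPM against 2020 ± 174.2 (-1.39). Septation and engulfment had 10 of 13 genes lower (median -0.81, adjusted p = 4.78e-05, and adjusted p = 0.986 with an estimated correlation), of which edgeR called 0 over all genes and 2 adjusted over the list alone (5 with an unadjusted p under 0.05) and DESeq2 called 1. The 2 genes were spoIIE, at 184 ± 4.29 CPM against 996.6 ± 745.7 (-2.44, SE 0.654, adjusted p = 0.457 over all genes), and spoIIGA, the protease that activates σE, at 24.51 ± 2.6 against 77.81 ± 29.6 CPM (-1.67, SE 0.536, adjusted p = 0.85). The study named the dipeptide, glycogen and septation groups from these samples, so their counts are not independent evidence. These 4 lists passed without each library in turn.

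The remaining list calls at T1 changed with single libraries. Motility and chemotaxis genes were higher in 3KO (37 of 43, median log2 difference 0.36, adjusted p = 7.1e-06), with the flagellin gene hag at 16080 ± 2307 CPM against 9742 ± 1994, while 39 of 49 σH genes were lower (median -0.38, adjusted p = 0.00175). Both have an adjusted p = 0.986 with an estimated correlation, and both turned their direction without WT T1 replicate 2.

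At T3 the gene called besides rpmEB was smpB (3451248 to 3451718, minus strand), whose product brings tmRNA to stalled ribosomes. It was lower in 3KO, at 16.91 ± 1.68 CPM against 86.87 ± 5.83 (log2 difference -2.36, SE 0.424, adjusted p = 0.023). At T4, luxS was at 636.6 ± 13.95 CPM in 3KO and 60.81 ± 25.17 in WT (3.39, adjusted p = 0.0497), and rpmEB was the other call. The T3 test called 1 gene without each of its 4 libraries, with smpB at an adjusted p of 0.09 to 0.999. At T4, luxS did not pass without any single T4 library (adjusted p = 0.116 to 0.709), and the T4 test called 1 without WT T4 replicate 1 or WT T4 replicate 2 and 0 without 3KO T4 replicate 1 or 3KO T4 replicate 2. At T3, 233 genes had an unadjusted p under 0.05, little above what chance alone would give, and 118 at T4, which is below it.

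At T5 and T6 the edgeR test called 0 genes. At T5, 321 genes had an unadjusted p under 0.05 and DESeq2 called 46, and at T6, 229 and 8. Without WT T5 replicate 1 the T5 count was 208, and without WT T6 replicate 1 the T6 count was 2.

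Gene groups stood apart at T5 in list tests with the preset correlation, but not with an estimated correlation. Of 55 ribosomal protein genes, 50 were higher in 3KO, with a median log2 difference of 0.77, though 0 were called by either tool and 0 adjusted over the list alone, and 10 had an unadjusted p under 0.05 (list adjusted p = 1.46e-09, and adjusted p = 0.986 with an estimated correlation). rplP, for protein L16, was at 2033 ± 736.3 CPM in 3KO and 657.5 ± 326.2 in WT (1.63). Genes for the use of proline, arginine and branched-chain keto acids were lower in 17 of 19 cases (median -1.79, adjusted p = 1.21e-06, and adjusted p = 0.986 with an estimated correlation). Of these, edgeR called 0 over all genes and 8 adjusted over the list alone (10 with an unadjusted p under 0.05), and DESeq2 called 5. putP, the proline transporter, was at 96.22 ± 10.5 CPM against 654.7 ± 78.9 (-2.77, SE 0.654). Both lists passed without each library in turn, but less clearly without WT T5 replicate 2 (adjusted p = 0.0117 and 0.0259). Ribosomal protein genes held 7.01% and 2.93% of counts in replicates 1 and 2 of WT at T5 and 10.2% and 7.12% in those of 3KO, and putB, for proline use, was at 142.8 and 1405 CPM in the WT libraries. Both lists are groups the study named on these samples, so that neither is independent evidence. Histidine use, also named by the study, was lower in 6 of 6 genes (0 called by edgeR and 6 by DESeq2 over all genes, 6 with an unadjusted p under 0.05 and 6 adjusted over the list alone; median -4.99, adjusted p = 2.05e-07, and adjusted p = 0.986 with an estimated correlation), and lost its call without WT T5 replicate 2 (adjusted p = 0.0752). hutH was at 142.8 and 2038 CPM in the WT libraries of T5 and at 31.48 ± 4.26 in 3KO.

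At T7, 2 genes were called higher in 3KO and 5 lower. Those higher were luxS, at 907.5 ± 118.4 CPM against 88.09 ± 15 (log2 difference 3.36, SE 0.646, adjusted p = 0.0271), and reoM (2797823 to 2798089, minus strand), which acts in the control of peptidoglycan synthesis, at 147.2 ± 45.4 against 22.15 ± 18.6 CPM (2.72, SE 0.516, adjusted p = 0.0271). cssS (3386398 to 3387753, plus strand), the sensor kinase of secretion stress, was lower at 4.876 ± 2.79 against 62.95 ± 38.3 CPM (-3.71, adjusted p = 0.0145), and maa (4195778 to 4196332, minus strand), a maltose acetyltransferase, was at 1.538 ± 0.56 against 15.03 ± 1.31 CPM (adjusted p = 0.0478). kinA (1470026 to 1471846, plus strand), a kinase of the phosphorelay, and bacE (3869487 to 3870671, minus strand), for self-protection against bacilysin, were called lower as well, and the deleted rpmEB had 0 counts in 3KO. In WT, kinA was at 6.837 CPM in replicate 1 and 551.2 in replicate 2 of T7, and its log2 difference of -6.02 became -0.74 without that second library, as that of bacE went from -4.43 to -1.71. The T7 count was 13 without WT T7 replicate 1, 2 without WT T7 replicate 2, and 0 without 3KO T7 replicate 1 or 3KO T7 replicate 2, and luxS and maa did not pass without any single T7 library (adjusted p = 0.165 to 0.404 and 0.122 to 0.904).

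Other settings ended several calls of single hours. Scaled by library size alone, luxS was not called at T0 (adjusted p = 0.0518), T4 (0.0729) and T7 (0.0567), yqjN at T1 (0.0997), yvfU at T2 (0.159), smpB at T3 (0.0971) and reoM at T7 (0.0654). In fits of only the 4 libraries of an hour, luxS was not called at T0, T1, T2 and T4 (adjusted p = 0.801, 0.354, 0.103 and 0.996), nor yqjN at T1 (0.216), yvfU at T2 (0.142) and smpB at T3 (0.897). At T7, bacE and maa were not called without a filter (adjusted p = 0.0574 and 0.0594), nor maa by DESeq2 (0.0826), and limma-trend on TPM called none of luxS, reoM, kinA, bacE, cssS and maa (0.0976 to 0.654). With quality weights, chosen after seeing the data, kinA had an adjusted p of 0.148. With the replicate number as a block over all libraries, yvfU at T2 (adjusted p = 0.0525) and bacE and maa at T7 (0.0537 and 0.0504) were not called. The same block within single hours, chosen after seeing the data, called more genes at T1 to T3 than the fit of all libraries.

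Ribosomal protein genes stood higher in 3KO at T7 as a group, 50 of 55 with a median log2 difference of 0.80 (adjusted p = 1.67e-11, and adjusted p = 0.986 with an estimated correlation). edgeR called 0 of them over all genes and 0 adjusted over the list alone (9 with an unadjusted p under 0.05), and DESeq2 called 5. rpsM, for protein S13, was at 3714 ± 764 CPM in 3KO and 780.1 ± 10.2 in WT (2.25, SE 0.639), and rpmH, for protein L34, at 2082 ± 96.4 and 575.3 ± 63.1 CPM (1.86). The forespore regulons stood lower, σG in 112 of 139 genes (median -0.46, adjusted p = 2.34e-05) and σF in 82 of 107 (median -0.30, adjusted p = 0.00394), both with an adjusted p = 0.986 with an estimated correlation. sspH, a minor small acid-soluble spore protein, was at 351.8 ± 53.15 CPM against 1219 ± 170.4 (-1.79). The σK regulon stood higher in 83 of 125 genes (median 0.39, adjusted p = 0.0158, and adjusted p = 0.986 with an estimated correlation), with a median of 0.03 when scaled by library size alone, which shifts the median of all genes to -0.33. In the σF, σG and σK lists 0 members were called by either tool, and 1, 4 and 5 had an unadjusted p under 0.05. The study named ribosomal proteins on these T7 samples, so that count is not independent evidence. These 4 lists passed without each library in turn.

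Over the 8 time points, 58 of 256 list tests between the strains were called, and 10 of the 58 kept their call and direction without each library in turn. With an estimated correlation 1 was called. The σA regulon, the housekeeping genes, was called at 0 of 8 time points by camera (lowest adjusted p = 0.393), as was the Zur regulon of zinc uptake (4 genes, lowest adjusted p = 0.157).

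**Figure D2:**
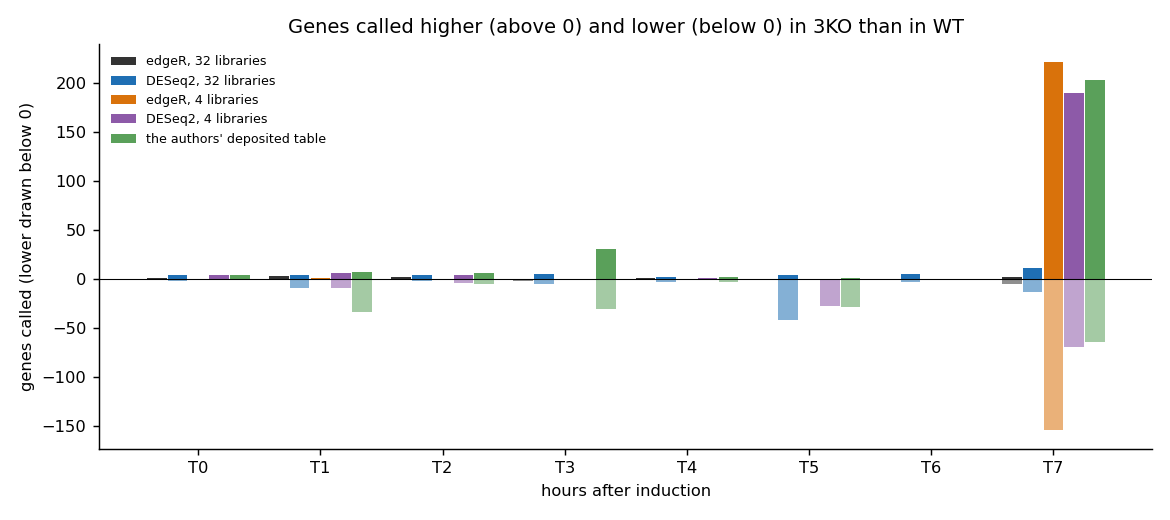
Number of genes called higher (upward) and lower (downward) in 3KO than in WT at each time point by edgeR and DESeq2 on all 32 libraries, by both on the 4 libraries of the time point alone, and in the authors' deposited table. At T7, edgeR called 7 genes on all libraries and 375 on the 4 libraries of that hour.

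Averaged over the 8 time points, each strain had 16 libraries, and the mean difference was tested whether or not it was alike at each hour. The SE and adjusted p take these libraries as independent. Hours of the same replicate number may come from the same culture, which the sample labels do not say, so both may be too small. luxS was at 927.4 ± 366.8 CPM in 3KO and 98.4 ± 43.86 in WT (log2 difference 3.24, SE 0.226, adjusted p = 1.04e-09), and its neighbour ytiB (3138321 to 3138884, minus strand) at 366.6 ± 157.1 and 51.93 ± 33.85 (2.76, SE 0.241, adjusted p = 6.71e-08). yvfU was higher by 2.64 (SE 0.306, adjusted p = 1e-05) and yqjN by 1.68 (SE 0.202, adjusted p = 1.41e-05), though not at each hour. At T5, yvfU was at 11.68 and 12.14 CPM in 3KO and 56.89 and 11.58 in WT, and at T7 yqjN was at 31.98 and 37.71 against 25.07 and 35.89. Lower in 3KO, besides rpmEB and rpmGCn, were yqjL (2476969 to 2477730, plus strand; 17.43 ± 22.12 against 77.25 ± 70.79 CPM, -2.22, adjusted p = 0.000325) and yozC (2100147 to 2100350, minus strand; 14.5 ± 4.24 against 75.67 ± 58.44 CPM, -2.08, adjusted p = 2.19e-05). spoIIE was also lower (-1.01, SE 0.222, adjusted p = 0.0151), a call that ended without T4 and T6 (adjusted p = 0.149). In all, 20 genes were called higher and 31 lower, 13 and 32 with scaling by library size alone. Of these 51 genes, 37 were called without each library in turn, and the count was 78 without WT T1 replicate 1 and 104 without WT T5 replicate 1. With the sets of libraries that the authors batch-corrected together as a block, a setting chosen after seeing the data, it was 81, with all 51 among them.

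The zinc-binding originals of the deleted proteins did not pass with edgeR, though rpmE lay near the threshold and passed in other settings. rpmE, for the zinc form of L31, was at 1167 ± 453.4 CPM in 3KO and 696.6 ± 190.3 in WT (log2 difference 0.72, adjusted p = 0.055), rpmGA at 334.9 ± 99.77 and 220.6 ± 57.57 (0.59, adjusted p = 0.0722), and rpsN at 1324 ± 471.7 and 849.8 ± 300.1 (0.69, adjusted p = 0.163). rpmGB had a log2 difference of -0.17 (adjusted p = 0.743). The ribosomal protein genes together were higher in 3KO, with a median of 0.43 and an adjusted p of 5.64e-13, and an adjusted p = 0.936 with an estimated correlation, a list that the study named on these samples and that is not independent evidence. rpmE passed without WT T1 replicate 2 (adjusted p = 0.0416), WT T5 replicate 1 (0.0433), 3KO T1 replicate 1 (0.0301) or 3KO T6 replicate 1 (0.0262), and rpsN without WT T5 replicate 1 (0.0232). rpmE also passed with DESeq2's size factors (0.0437) and, chosen after seeing the data, with the correction sets as a block (0.0282). DESeq2 called both genes, at an adjusted p of 0.00096 for rpmE and 0.0252 for rpsN.

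**Figure D3:**
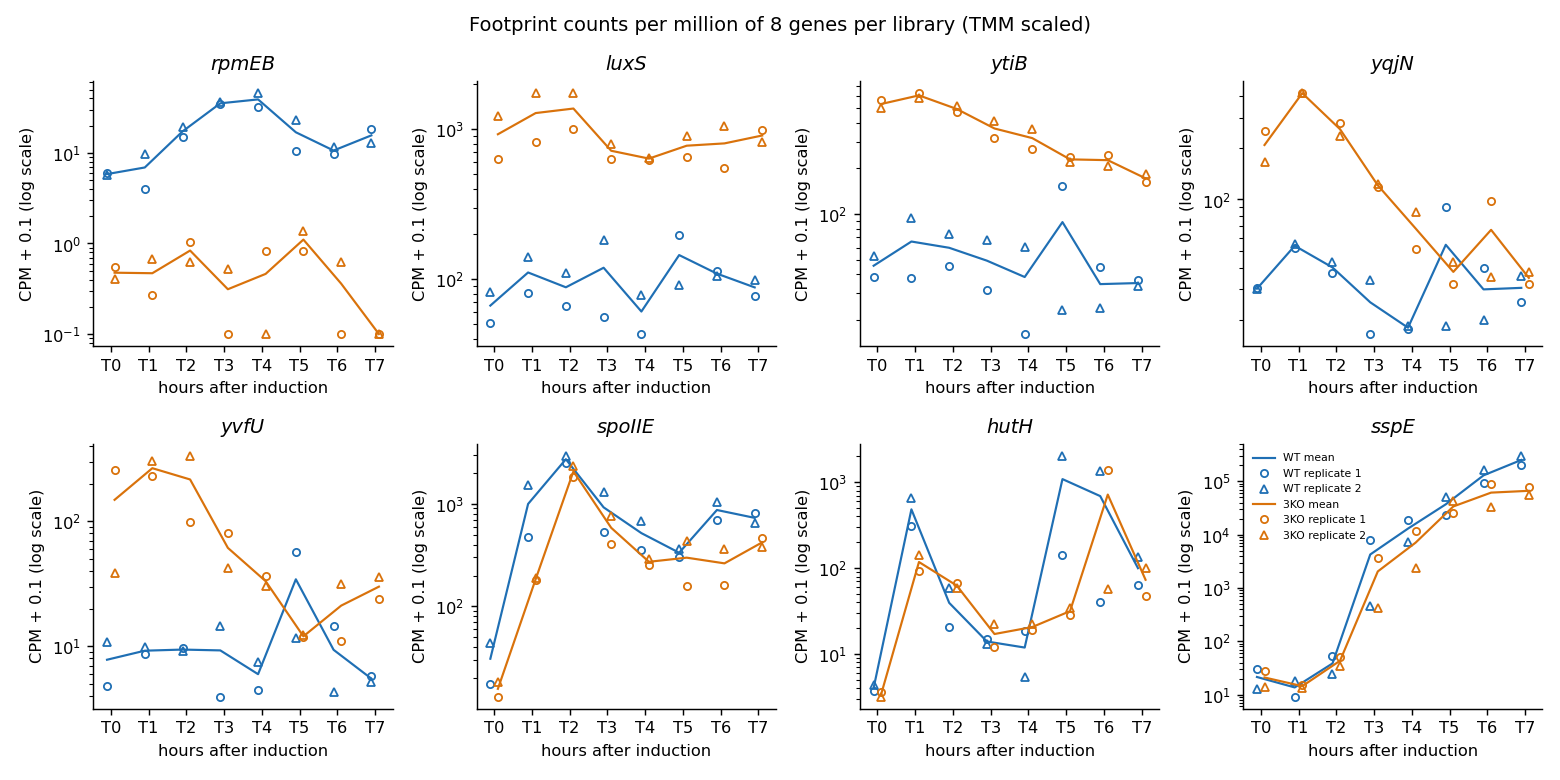
CPM, on a log axis with 0.1 added, of rpmEB, luxS, ytiB, yqjN, yvfU, spoIIE, hutH and sspE against the hour of sporulation, with a point per library and a line through the mean of each strain. luxS averages 927.4 CPM in 3KO and 98.4 in WT, and sspE was chosen for display after its values were seen.

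Several of these genes lie beside a deleted gene. Of 36 tested CDSs that begin or end within 5 kb of a deleted gene, 6 were called in the average over time, against 43 of 3926 other genes (two-sided Fisher exact p = 3.843e-06). luxS and ytiB lie downstream of rpmEB and yqjN downstream of rpmGC, each on the strand of the deleted gene, and these 3 were higher in 3KO. yqjL and yqjM (2475843 to 2476859, plus strand; log2 difference -1.16, adjusted p = 0.0109), next to rpmGC on the opposite strand, and ytkA (3136938 to 3137375, minus strand; -1.10, adjusted p = 0.00849), downstream of luxS, were lower. Without T4 and T6, a setting chosen after seeing the data, ytkA had an adjusted p of 0.0589. DESeq2 called 9 of 23 CDSs around rpmEB and rpmGC, these 6, dps (log2 difference -0.80, adjusted p = 0.00569) and proI (-0.76, adjusted p = 0.0477), both lower, and rnz (0.63, adjusted p = 0.0291), which is higher and lies upstream of rpmGC. edgeR called dps with the correction sets as a block, chosen after seeing the data (adjusted p = 0.022), and rnz without WT T5 replicate 1 (1.66, adjusted p = 0.00288). Of 13 CDSs around rpsNB, 0 were called by edgeR or DESeq2 and 1 had an unadjusted p under 0.05. yvfU lies outside these windows.

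**Figure D4:**
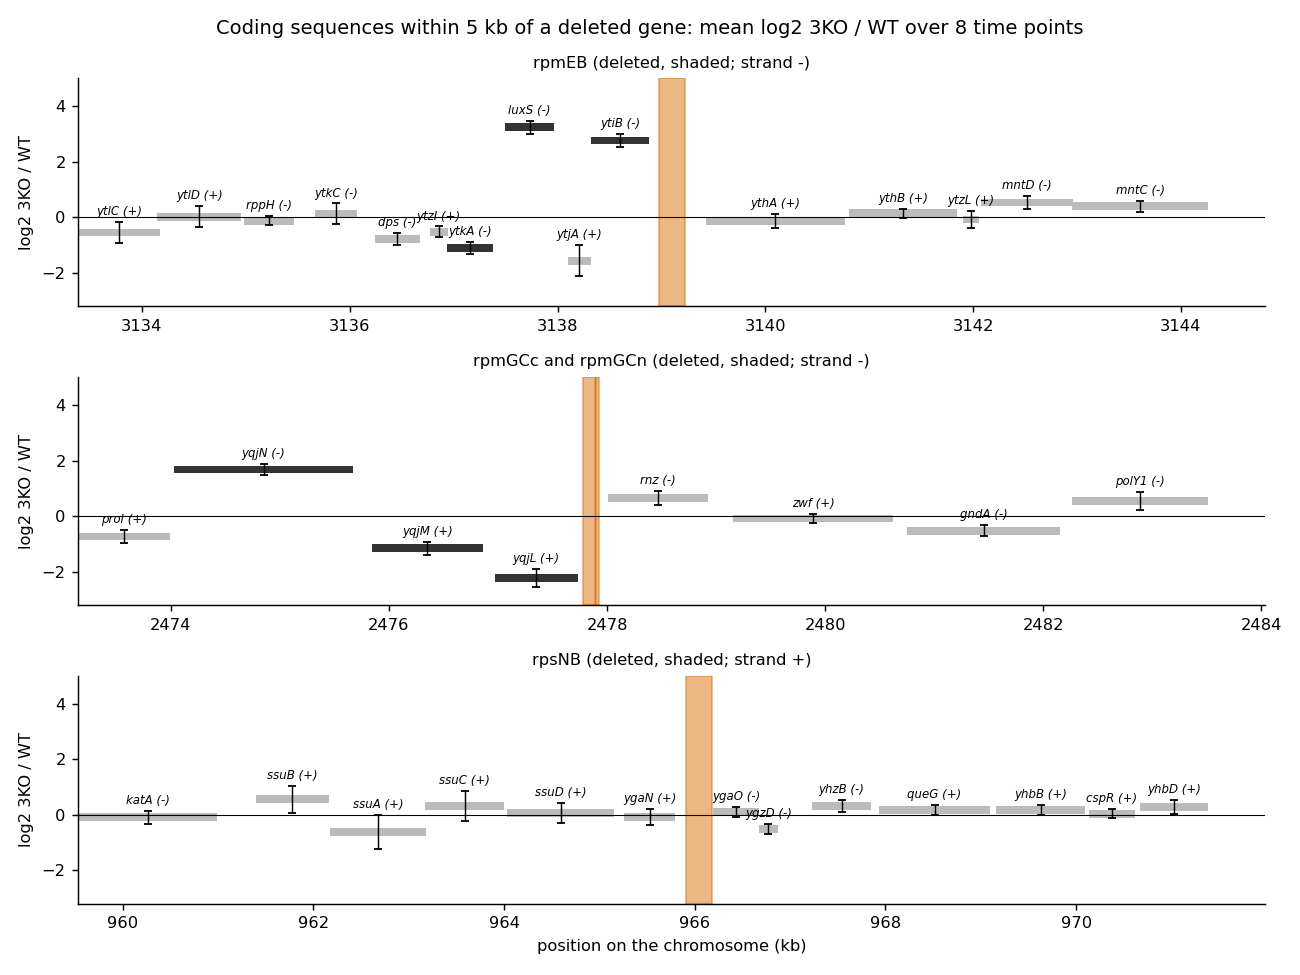
Log2 difference of 3KO and WT averaged over 8 time points, ± SE, for CDSs within 5 kb of rpmEB, rpmGC and rpsNB, at their place along the chromosome, with called genes in the dark colour. luxS (3.24) and ytiB (2.76) stand beside rpmEB and yqjN (1.68) beside rpmGC.

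The study reports few strain differences at T2, T4 and T6, and the difference between odd and even hours was therefore tested itself. With edgeR, 0 genes were called between the mean at T1, T3, T5 and T7 and the mean at T2, T4 and T6 (71 with an unadjusted p under 0.05, 0 with DESeq2). These 71 are fewer than chance alone would give, so the test may miss differences and its 0 does not exclude them. A test of whether the strain difference changed over the 8 hours at all called 0 genes with edgeR (71 with an unadjusted p under 0.05), and 3 with DESeq2's likelihood ratio test. The edgeR count was 2 without WT T7 replicate 1. In simulated data this test found 0% of 66 genes changed by 3 on the log2 scale at T7 with edgeR and 51.5% with DESeq2, so edgeR's 0 does not speak against a change with time. At single hours of that simulation DESeq2 called 12 unchanged genes at T4 (42.9% of its calls) and 7 at T7 (6.14%), against 0 and 1 with edgeR. These data were simulated with the depth of the libraries and the spread of the fit of all libraries. That spread is wider than at T7 alone (common dispersion 0.2026 against 0.0366). The 200 genes changed at T7 were drawn from those above the median level, and libraries were drawn as independent. There, edgeR found 22.4% of genes changed by 2 on the log2 scale at T7 and 66.7% of those changed by 3. In the fit of all libraries, smaller differences at a single hour were therefore mostly out of reach.

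Footprints in 5' UTRs, the leaders upstream of start codons, grew in share late in sporulation. In WT they made up 3.40% ± 0.28 of CDS and UTR footprints at T0 (n = 2) and 17.2% ± 2.6 at T7 (n = 2), and in 3KO 3.43% ± 0.281 and 10.1% ± 0.315. The mean of T5 to T7 lay 10.9 percentage points above that of T0 to T4 in WT and 6.16 in 3KO (two-sided exact permutation p = 0.0001249 in each, the smallest that 8008 assignments allow, with libraries taken as independent). Between the strains, the late share was lower in 3KO, by -4.40 percentage points (two-sided exact permutation p = 0.009259 over 216 assignments within time points, the smallest possible, again with libraries taken as independent).

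A single leader carried much of this, as the study had found on these samples, so that its share is not independent evidence. The 5' UTR of yhcV, 16 nt long (997159 to 997175, plus strand), held 43.0% ± 20.4 of late 5' UTR footprints in WT and 22.9% ± 11.2 in 3KO (n = 6 each). sspF held 10.5% ± 7.22 and 9.18% ± 4.52, and sscA 7.89% ± 4.17 and 13.2% ± 6.06. Without the yhcV leader the strain difference was -0.35 percentage points (exact permutation p = 0.7222), and late minus early 4.91 in WT and 4.12 in 3KO. Without the 5 leaders that are largest in late WT libraries, a setting chosen after seeing the data that by its choice lowers the late WT share most, the strain difference turned to 0.41 (exact permutation p = 0.5278), and late minus early was 1.16 in WT (p = 0.07355) and 1.07 in 3KO (p = 0.09853).

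**Figure D5:**
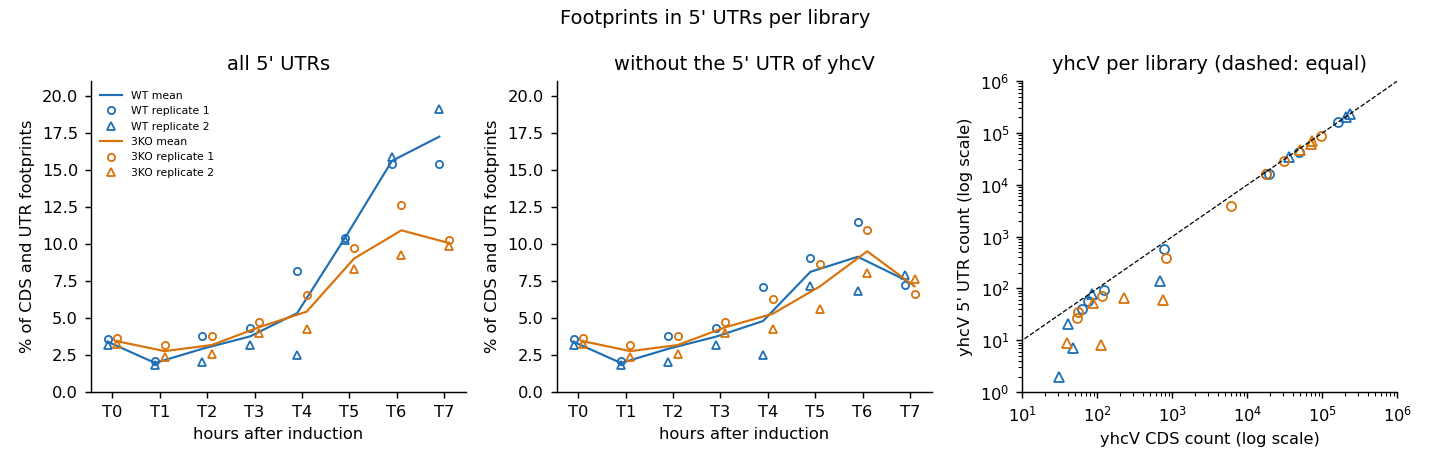
Share of CDS and UTR footprints that lie in 5' UTRs, in percent, against the hour for all 5' UTRs and without that of yhcV, and counts on the yhcV 5' UTR against counts on its CDS on log axes, with a point per library. The late gap between the strains, -4.40 percentage points with all leaders, is -0.35 without yhcV.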

Values the study reported

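The study reported that translation of 30 genes was lower in the mutant at T1, among them genes of metabolism and of sporulation control, and that 30 were lower at T5, including genes for the use of proline, histidine and branched-chain keto acids. At T7 it reported over 50 genes lower and more than 200 higher in the mutant, with 32 ribosomal protein genes among those higher. It also reported a 50% decrease in the combined efficiency of spore formation and germination, from colonies counted with and without heat. Under the microscope, it found delayed septation in the mutant. The smaller share of leader footprints in the late mutant it ascribed mostly to reads on the leader of yhcV in WT.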

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

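Tests chosen only after the result was seen are the covariance of strain differences at T7, the 3 tests on luxS, ytiB and yqjN, the splits for odd minus even hours and for strain by time, and every value from a single-hour fit with a block or DESeq2.

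The strain difference of 3 genes changed with time in DESeq2's likelihood ratio test, which is why they stand out, yqjN (adjusted p = 0.0047), cssS (adjusted p = 0.0399) and yvfU (adjusted p = 0.00388). edgeR's test of the same question called 0 of 3964 genes, but in simulated data it found 0% of 66 genes changed by 3 on the log2 scale at T7, and DESeq2's test 51.5%, so this 0 says little. As the real strain labels gave 0 edgeR calls for strain by time and for odd minus even hours, 100 of 100 splits within time points (highest 549, with 39 draws above 0) and 100 of 100 (highest 238, with 20 draws above 0) call as many or more by construction, so for both tests the splits say nothing about chance. For the average over time, 2 of 100 splits called as many as the real 51 genes, the real split included, and the highest of the other splits called 150. That share is under 0.05, but the splits take libraries of different hours as independent. Hours of the same replicate number may come from the same culture, so chance is not excluded. The split that called 150 has 22 libraries on the side of their replicate number, and replicates 1 against 2 gave 271 genes, which points to a structure of the samples along that number. With the correction sets as a block, the average called 81 genes.

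At T7 the 4 libraries fitted alone called 375 genes, 221 higher and 154 lower in 3KO, against 7 in the fit of all libraries, where all 375 had the same sign and 137 had an unadjusted p under 0.05. Both fits take the T7 difference from the same 4 libraries, so the shared sign was largely set in advance. The tables argue against a few abundant genes, since 374 were called without the 10 most abundant. They also argue against a gap between correction sets that both strains share as the whole of it. The replicate number as a block removes such a gap. With it, the common dispersion was still above 2 times that of T7 at 6 of 7 other hours. The block does not remove processing effects that differ between the strains, so shared processing at T7 in that wider sense stays open. A gap that both strains share may account for part at some hours. The block took the ratio to T7 from 4.51 to under 2 at T0, from 3.11 to 2.09 at T2, from 7.17 to 2.93 at T3 and from 7.08 to 5.15 at T4. That was not so at T1 (4.14 to 4.31), T5 (8.51 to 8.24) and T6 (8.46 to 14.5). Single-hour calls went from 1, 0 and 0 to 17, 144 and 209 at T1 to T3. A larger strain difference at T7 stays open as a hypothesis, since the covariance of both replicates' differences was 0.3151 at T7 and at most 0.2584 elsewhere. Of the 3 splits of these 4 libraries, 1, the real one, called as many genes and the others called 0, too few splits for a share under 0.05.

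Higher luxS, ytiB and yqjN in 3KO did not come from scaling, since their smallest log2 difference under 3 scalings was 1.616. Neighbours of the deleted genes were called more often than other genes (two-sided Fisher exact p = 3.843e-06), and all 3 neighbours that edgeR called higher lie downstream on the strand of the deleted gene. DESeq2 also called rnz higher (0.63, adjusted p = 0.0291), as did edgeR without WT T5 replicate 1 (1.66, adjusted p = 0.00288), and rnz lies upstream of rpmGC. Transcription running from the resistance cassettes into these genes is therefore left open, as the orientation of the cassettes is not stated in the sources used here. Of the 3 called neighbours that were lower, ytkA lies downstream on the same strand. The others, yqjL and yqjM, lie on the opposite strand, for which that explanation predicts no rise. Whether loss of the ribosomal proteins could raise these genes was not tested apart from the loci.

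The lower late 5' UTR share in 3KO is consistent with the leader of yhcV alone, since without it the strains differed by -0.35 percentage points (exact permutation p = 0.7222). Counts on this 16 nt leader followed those on the yhcV CDS, with a leader to CDS ratio of 0.955 ± 0.0525 in WT and 0.919 ± 0.0324 in 3KO (n = 6 each), a log2 difference of -0.05465 (exact permutation p = 0.1204). Footprints of ribosomes on the start of yhcV counted to its leader may therefore account for the gap in share as well as a true difference in leader occupancy could. Cells were treated with chloramphenicol before harvest and 3KO carries a resistance cassette against it. An effect of the drug on this share therefore cannot be told apart from one of the deletions. Whether translation of yhcV itself differs between the strains stays open, since the 4 T7 libraries fitted alone called it lower (-1.51, adjusted p = 0.0315), while with all libraries its log2 difference did not pass at T7 (-1.42, adjusted p = 0.997) or averaged over time (-0.82, adjusted p = 0.42).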

How the results depend on the processing

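The settings chosen only after the result was seen are the batch block, quality weights, single-hour fits with DESeq2 or a block, the average without T4 and T6 and shares without the 5 largest 5' UTRs of late WT libraries. Values are counts of called genes. DESeq2 called 6, 13, 6, 10, 5, 46, 8 and 24 genes from T0 to T7, 116 in the average, 3 for strain by time, and 992, 370, 141, 296, 9 and 8 in the WT steps T1-T0 and T3-T2 to T7-T6. DESeq2's size factors gave 5 at T0. Library size alone gave 0 at T0 and 1 each at T3, T4 and T6, and no filter gave 1 each at T4 and T6. limma-trend on TPM gave 1, 2 and 1 at T5 to T7 and 1075 at T5-T4. Only the 16 WT libraries gave 52 at T4-T3 and 33 at T5-T4. Only the 4 libraries of an hour gave 0, 1, 0, 0 and 0 from T0 to T4 and 375 at T7, with DESeq2 4, 15, 8, 1, 1 and 27 from T0 to T5 and 259 at T7, and with a replicate block 17, 144, 209, 5 and 2 from T1 to T5 and 564 at T7. The batch block gave 4 at T0, 4 at T3, 3 at T6, 81 in the average, 403 at T3-T2 and 53 at T5-T4. Quality weights gave 4, 7 and 6 from T0 to T2, 136 at T7, 34 at T4-T3 and 44 at T5-T4. Without T4 and T6 the average was 28, 26 of them shared. List tests called with an estimated correlation were 1 between strains and 3 in WT steps, against 58 and 77. Without the yhcV leader the strain difference in 5' UTR share was -0.35 percentage points, and without the 5 largest of late WT libraries it turned to 0.41, with late minus early at 1.16 in WT and 1.07 in 3KO, shifts that are partly set by that choice. The cause of these changes was not tested, except that fits of fewer libraries leave fewer degrees of freedom.

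Leaving out each library in turn gave 0 to 1 at T0, 0 to 4 at T1, 0 to 3 at T2, 1 at T3, 0 to 1 at T4, 0 to 208 at T5, 0 to 2 at T6, 0 to 13 at T7, 45 to 104 in the average and 0 to 2 for strain by time. In WT steps it gave 260 to 617, 294 to 589, 55 to 249, 0 to 138, 8 to 457, 0 to 3 and 0 to 7. Libraries that moved a count by over 1.5 times are named in the report. List calls ranged from 43 to 72 between strains and from 70 to 91 in WT steps, and the strain difference in 5' UTR share from -5.02 to -3.79. Over all named genes and alternative settings, a gene stayed called or stayed not called in 873 cases, lost its call in 69 and gained one in 11. In fits without a library these were 1870, 108 and 14 cases, and 0 calls turned in direction. The replicate numbers are not taken to pair the samples. Libraries with the same number deviated together (correlation over 0.1) at 6 of 8 time points, T0 to T5, but not at T6 (-0.31) and T7 (0.0985), and the rule set in advance asks for all of them. With the replicate block over all libraries the average called 58 genes, with all 51 of the main fit among them, and T1-T0 718, and no count moved by over 1.5 times. A block over all hours removes only a gap that is alike at each hour, so this does not test gaps of single hours. Within single hours the block called more genes at T1 to T3, as given above. Small effects were mostly missed in simulated data with the depth of these libraries and the spread of the fit of all libraries, which is wider than that of T7 alone. Changed genes were drawn from those above the median level, and libraries as independent. There, edgeR found 0% of genes changed by 1 on the log2 scale at T7, and 87.3% of genes changed by 1.5 in the average. DESeq2 found 5.97% and 94.5% of these genes, and called 12 unchanged genes at T4 and 7 at T7, against 0 and 1 with edgeR.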

Other observations

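Tests chosen only after the result was seen are the counts of list members in the fit of the 4 T7 libraries, the lists in the odd minus even contrast, the stage positions within correction sets and the values per library of hutH and of the locus genes.

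Fitted on its own 4 libraries, T7 gave calls in the late programs of both compartments. Of 55 ribosomal protein genes, 27 were called higher in 3KO and 1 lower, and of 119 σK genes 39 higher and 7 lower, with coat and crust genes at 15 higher and 5 lower of 50. The forespore programs went the other way, with 1 σG gene higher and 27 lower of 126, 1 σF gene higher and 11 lower of 99, and 1 small acid-soluble spore protein gene higher and 6 lower of 16. sspE, a major small acid-soluble spore protein, was at 66260 ± 16430 CPM in 3KO and 251200 ± 70220 in WT (log2 difference -2.01, adjusted p = 0.00709), while sspB was at a log2 difference of 0.03 (adjusted p = 0.96); both were chosen after their values were seen. cgeA, a crust protein gene, was higher by 1.61 (adjusted p = 0.00791), and yhcV was lower (-1.51, adjusted p = 0.0315). The ribosomal, coat, small acid-soluble and germination groups were named by the study on these samples, so their counts are not independent evidence. In the fit of all libraries the coat and small acid-soluble lists did not pass at T7 (adjusted p = 0.302 and 0.103).

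Other gene groups stood apart at single hours in tests that each rest on a library. The σE regulon was higher in 3KO at T2 (median log2 difference 0.29, adjusted p = 0.000224, and 0.263 without WT T2 replicate 2), and the σK regulon at T6 (median 0.70, adjusted p = 5.93e-07, and 0.35 without WT T6 replicate 1). Ribosomal protein genes were higher at T1 (median 0.34, adjusted p = 1.44e-05, and 0.35 without 3KO T1 replicate 2) and at T2 (median 0.41, adjusted p = 0.0019, and 0.0793 without 3KO T2 replicate 1), a list that the study named on these samples and that is not independent evidence. With an estimated correlation these lists have an adjusted p = 0.986. At T5 the σK list was called in the other direction, lower in 3KO (median -0.248), but its median was 0.035 when scaled by library size alone. spsK, a gene of spore coat polysaccharide synthesis in the σK regulon, was at 7178 ± 660 CPM in 3KO and 1592 ± 997 in WT at T6 (log2 difference 2.17, not called). In the contrast of odd minus even hours, histidine use, which the study named on these samples and which is not independent evidence, was lower at an adjusted p of 8.63e-08, and an adjusted p = 0.639 with an estimated correlation.

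One hypothesis was that 3KO lags WT in developmental stage. Each library of T1 to T6 was placed along the change from the WT libraries of the hour before to those of the hour after. 3KO libraries lay -0.14 hours from WT of the same hour (two-sided exact permutation p = 0.3632), and -0.51 at T5. The strains share part of the spread between replicates at T1 to T5, but not at T6 (correlation -0.31). Within the correction sets, which part replicate 1 from replicate 2 at these hours, they lay at most 0.146 hours apart at T2 to T4. The extremes were -0.983 (T5, replicate 2) and -0.974 (T6, replicate 1) on one side and 0.415 (T6, replicate 2) on the other (exact sign flip permutation p = 0.3354 over T1 to T6, chosen after the result was seen). Since replicates of a single strain lay up to 1.083 hours apart (3KO T6) and 1.028 (WT T5), a delay of that order at T5 or T6 cannot be told apart from none. The positions come from footprints of all cells together and do not speak against the delay seen under the microscope.

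The histidine genes show how far a value can rest on a library. hutH was at 142.8 and 2038 CPM in the T5 libraries of WT, at 39.88 and 1342 in those of T6, and at 1383 and 56.75 in the T6 libraries of 3KO. WT T5 replicate 1 had the highest level of 16 WT libraries for ytiB (153.2 CPM), yqjN (90.55), luxS (198.5) and yvfU (56.89), the genes that are higher in 3KO, with the next highest WT libraries at 93.78, 55.05, 182 and 14.49. Without that library, 208 genes were called at T5 and 104 in the average over time.

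Over all 8 hours, internal UTRs held 2.54% ± 0.757 of CDS and UTR footprints in WT and 3.09% ± 0.765 in 3KO (n = 16 each; exact permutation p = 0.0197, adjusted p = 0.059), which does not pass. 3' UTRs held 1.76% and 1.83% (exact permutation p = 0.612).

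At the thresholds of the study, 1 gene was called lower in 3KO at T1 and 0 at T5 by edgeR (103 and 321 genes had an unadjusted p under 0.05 in both directions). These edgeR counts are lower than the values quoted from the study above. DESeq2 called 9 lower at T1, below the quoted value, and 42 lower at T5, above it. At T7, edgeR called 2 genes higher and 5 lower and DESeq2 11 and 13, and 0 ribosomal protein genes were among those of edgeR (9 with an unadjusted p under 0.05, 5 called by DESeq2). These are lower than the quoted values too, but the settings differ. The counts here come from raw counts of all 32 libraries with a pooled spread. The study's tables compare single hours and hold batch-corrected counts. On the 4 libraries of an hour, a setting chosen after seeing the data, DESeq2 called nearly as many genes as the authors' deposited table at T5 and T7. It called far fewer at T1 and T3. In the authors' deposited table, 33 genes are lower at T1, 28 at T5 and 64 at T7, with 203 higher at T7. All of these genes had the same sign here, and 244 of the 267 from the authors' deposited table at T7 were also called in the fit of the 4 T7 libraries. The libraries are the same in both, so neither count is independent evidence.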
